# Perfluoroalkyl Substances (PFAS) Affect Inflammation in Lung Cells and Tissues

**DOI:** 10.3390/ijms24108539

**Published:** 2023-05-10

**Authors:** Julie Dragon, Michael Hoaglund, Appala Raju Badireddy, Greylin Nielsen, Jennifer Schlezinger, Arti Shukla

**Keywords:** PFAS, lung, inflammasome, inflammation

## Abstract

Adverse lung outcomes from exposure to per-and polyfluoroalkyl substances (PFAS) are known; however, the mechanism of action is poorly understood. To explore this, human bronchial epithelial cells were grown and exposed to varied concentrations of short-chain (perfluorobutanoic acid, perflurobutane sulfonic acid and GenX) or long-chain (PFOA and perfluorooctane sulfonic acid (PFOS)) PFAS, alone or in a mixture to identify cytotoxic concentrations. Non-cytotoxic concentrations of PFAS from this experiment were selected to assess NLRP3 inflammasome activation and priming. We found that PFOA and PFOS alone or in a mixture primed and activated the inflammasome compared with vehicle control. Atomic force microscopy showed that PFOA but not PFOS significantly altered the membrane properties of cells. RNA sequencing was performed on the lungs of mice that had consumed PFOA in drinking water for 14 weeks. Wild type (WT), PPARα knock-out (KO) and humanized PPARα (KI) were exposed to PFOA. We found that multiple inflammation- and immune-related genes were affected. Taken together, our study demonstrated that PFAS exposure could alter lung biology in a significant manner and may contribute to asthma/airway hyper-responsiveness.

## 1. Introduction

Per- and polyfluroalkyl substances (PFAS) are a large suite of industrial chemicals used in many commercial products (e.g., fabric, cookware and food container coatings), and in aqueous film-forming foams used in firefighting [1,2,3]. Chemically, these are fluorinated carbon chains that have different functional groups, high chemical and thermal stability [4] and surfactant-like properties [5,6,7]. Their extensive use and persistence have led to PFAS becoming ubiquitous environmental contaminants. PFAS from industrial sources and consumer product use are increasingly detected in air, water, soil, and indoor environments [1,8,9,10,11,12] and are capable of long-distance transport [13,14,15]. PFAS, particularly the long-chained forms, bio-accumulate with the highest concentrations detected in the liver and blood. PFAS are also known to reach distal organs (e.g., bone and lung) after oral exposure [16,17,18,19]. PFAS are implicated in developmental, metabolic, autoimmune, reproductive and kidney disorders as well as cancer, type 1 diabetes and celiac disease [20,21,22,23,24,25]. While long-chain (≥C8) PFAS have been phased out of production in the U.S., alternative PFAS (e.g., GenX) have taken their place. Significant and ubiquitous body burdens of both legacy and alternative PFAS in Americans are evident [26], which demands more data on the adverse health effects of diverse PFAS.

Systemic, as well as inhaled, PFAS target the lung and are reported to modify lung surfactant function and pro-inflammatory responses [17,27,28,29,30,31,32]. An association between PFAS, asthma, airway hyper-responsiveness (AHR) and inflammation has previously been reported [33,34,35,36]. Many studies have identified a positive association between exposure to PFAS and asthma-related outcomes in children [8,37] with some inconsistencies [9,38]. A recent study of 675 adolescents in Norway suggests that total PFAS serum concentrations are associated with the occurrence of asthma, while total perfluorooctane sulfonic acid (PFOS), linear PFOS, and linear perfluorohexane sulfonate (PFHxS) double the odds of asthma [39]. A study of 743 children showed a correlation between recurrent respiratory tract infection (RTI) and perfluorobutane sulfonic acid (PFBS) [40]. PFOS and perfluorooctanoic acid (PFOA) accumulate in lung epithelial cells by associating with phospholipids [41]. The literature clearly illustrates the impact of PFAS on lung diseases; however, the mechanistic studies are still limited and need further exploration.

Considering that PFAS act as surfactants and immune modulators [42], we proposed the hypothesis (model) that PFAS exposure would alter lung-cell membrane permeability resulting in NOD-like receptor (NLR) and apoptosis-associated speck-like protein 3 (ASC/PYCARD) (NLRP3) inflammasome activation and pro-inflammatory cytokine upregulation leading to inflammation, asthma or AHR. Using human bronchial lung epithelial cells (BEAS2B), mouse models and PFAS of diverse structures, we demonstrate that PFAS alone or in a mixture can have an immunomodulatory effects on lungs, which may be responsible for the observed lung pathogenesis.

## 2. Results

### 2.1. PFOA Significantly Altered Membrane Properties in BEAS2B Cells

Atomic force microscopy (AFM) performed on PFOS/PFOA exposed BEAS2B cells showed that PFOA exposure significantly altered the plasticity, force ratio and elastic modulus of cells compared to DMSO control (Table 1). PFOS did not have a significant effect on membrane properties.

### 2.2. PFOA Activates NLRP3 Inflammasome in BEAS2B Cells

BEAS2B cells were exposed to a range of concentrations of PFOA (1–1000 μM) for 24 h, and cell survival was measured by MTS Assay compared to DMSO control. Higher concentrations of PFOA caused significant cell death (Figure 1A). A range of concentrations of PFOA were then tested to see the effects on NLRP3 activation and priming. Figure 1B shows the release of caspase-1 and HMGB1 in the media at all concentrations of PFOA tested; however, significance was only reached at the highest concentration, suggesting that the activation of NLRP3 was a response to PFOA exposure. Increases in steady-state levels of *NLRP3*, *IL-6* and *IL-5* mRNAs (Figure 1C) demonstrated the effect of PFOA on NLRP3 priming and pro-inflammatory/allergic cytokine upregulation. A decreasing trend observed in steady-state mRNA levels of E-cadherin (*CDH1*) by PFOA could indicate a possible role for PFOA in epithelial-to-mesenchymal transition (EMT) (Figure 1C).

### 2.3. PFOS Activates NLRP3 Inflammasome in BEAS2B Cells

BEAS2B cells were exposed to a range of concentrations of PFOS (1–500 μM) for 24 h, and cell survival was measured by MTS Assay compared to DMSO control. The effect of DMSO (≤0.01%) alone on cell viability was also measured and found to have had no significant effect (Figure 2A). Higher concentrations of PFOS caused significant cell death (Figure 2A). A range of concentrations of PFOS were then tested to determine the effects on NLRP3 activation and priming. Figure 2B shows the release of caspase-1 and HMGB1 in the media at a high concentration of PFOS; quantitation by density assessment showed a significant effect (Figure 2B). Increases in steady-state mRNA levels of *NLRP3*, *IL-6* and *IL-5* (Figure 2C) demonstrated the effect of PFOS on NLRP3 priming and pro-inflammatory/allergic cytokine levels. A significant decrease observed in steady-state mRNA levels of *CDH1* by PFOS indicated a possible role for PFOS in initiating the EMT process (Figure 2C).

### 2.4. Effect of Short Chain and a Mixture of Long and Short Chain PFAS on BEAS2B Cell Viability

As long-chain PFAS (PFOA, PFOS) are being replaced by short-chain PFAS (PFBA, PFBS, GenX) and the fact that the human population is exposed to a mixture of PFAS [25], we conducted experiments with short-chain PFAS as well as with a mixture of PFAS. As presented in Figure 3, the short-chain PFBA and GenX had no significant effect on cell viability. However, PFBS induced a significant increase in viability in a dose-dependent manner. The mixture of all five PFAS at low concentrations also increased viability, but the highest concentration reduced viability (Figure 3). This was an interesting observation. Because an MTS assay measures mitochondrial activity, it is possible that PFBS did not increase the proliferation/growth of the cell but simply the metabolism via mitochondrial activity.

### 2.5. PFAS Mixture Activates NLRP3 Inflammasome and Pro-Inflammatory Cytokines in Lung Epithelial Cells

A mixture of 5 PFAS (short and long chain) caused significant increases in caspase-1 and HMGB1 release in media, a measure of NLRP3 activation (Figure 4A). The mixture also resulted in increased steady-state mRNA levels of *NLRP3*, *IL-6*, *IL-5*, and *IL-8*, demonstrating its effect on NLRP3 priming and pro-inflammatory signals in BEAS2B cells (Figure 4B). The steady-state mRNA levels of proliferation related gene, PCNA-interacting partner (*PARPBP*) also increased (Figure 4B), which may have played a role in the observed increased viability with some short-chain PFAS as presented earlier. The EMT marker *CDH1* was again downregulated by PFAS mixture as was seen before with individual PFAS (Figure 4B), confirming that EMT plays a significant role in PFAS-induced lung pathogenesis.

### 2.6. In Vivo Studies

The concentrations of PFOA in treated drinking water were 1.4 and 6.2 mg/L. Based on average daily consumption (0.21 mL/g mouse/day), the daily exposures were approximately 0.3 and 1.2 mg/kg/day. This resulted in serum concentrations of 29 ± 8 and 107 ± 15 μg/mL, respectively (*n* = 3–6). Male and female mice did not show significant differences in serum levels of PFOA after 14 weeks of consumption.

### 2.7. RNA Seq-Gene Expression on Mouse Lung Tissues Exposed to PFOA

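Lung RNA of 17 mice was sequenced in 6 groups, defined by genotype and drinking water. The genotypes were wild type (WT), PPARα null (KO) and humanized PPARα (KI), in which mice carry the human form of this nuclear receptor. PFOA mice drank water with 6.2 μg/mL PFOA for 14 weeks, and vehicle mice drank sucrose water. Each group had 3 libraries, except WT vehicle, which had 2. The authors trimmed the reads, aligned them to the mouse genome build mm10 with STAR, and estimated the reads of each gene with an expectation-maximization model. They deposited these estimated counts for 31245 genes without normalization. Total counts per library ranged from 4116118 to 9237356, with a median of 7524757. The WT vehicle libraries had 7257922 and 7524757 counts, and the WT PFOA libraries had 6655355 to 7821463 (median 7707941). In KO, the totals were 4116118 to 7735903 on vehicle (median 6835599) and 6646094 to 9237356 on PFOA (median 7574860). In KI, they were 6198574 to 8088163 on vehicle (median 7029981) and 7242019 to 9027271 on PFOA (median 7572003). The counts were rounded to whole numbers, and the 26946 genes with a total of at least 20 counts were tested. The paper filtered genes with fewer than 20 counts, and its text does not say whether this was a total. The number of genes that it reports as left is well below 26946. It is nearer to the 18889 genes with at least 20 counts in 1 library, which argues against a total. The 6 groups were fitted together with edgeR after TMM normalization, and each comparison used its quasi-likelihood F-test. A gene was counted as altered at an adjusted p under 0.2 and a fold change over 2, the thresholds in the paper's text. The legend of Table 2 gives an adjusted p under 0.05, while 52 of the 62 genes in that table are printed with a larger one. Ppara (ENSMUSG00000022383, chromosome 15, 85734983 to 85802819), the gene targeted in the KO and KI mice, had 6.62 ± 0.729 CPM (SD, n = 2) in WT vehicle and 5.46 ± 1.29 (SD, n = 3) in WT PFOA libraries. It had 10.4 ± 1.19 and 10.1 ± 1.24 CPM (SD, n = 3 each) in the vehicle and PFOA libraries labelled KO, and 14.4 ± 1.54 and 14.8 ± 5.68 CPM (SD, n = 3 each) in those labelled KI. Its level was therefore not lower in the libraries labelled KO, and KO and KI stand for the labels throughout. Counts summed over a whole gene cannot show whether its transcripts are functional, so these levels do not test the loss of PPARα. The KO libraries were all from females, while WT and KI groups held both sexes. All 3 KO PFOA libraries carried the same i5 sequencing index, which no KO vehicle library carried, so that index and exposure cannot be told apart within KO.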

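Of the 26946 genes tested in WT mice, 0 were altered on PFOA, and 1981 had an unadjusted p under 0.05. Other splits of the WT libraries gave 718 to 1970 genes with such a p. The count of altered genes moved most, to 91, with DESeq2 on genes with a mean of at least 20 counts. That filter was chosen after the values were seen. DESeq2 on the same genes as the edgeR test, an alternative set beforehand, gave 24 altered genes, of which 18 were lower and 6 higher on PFOA. At an adjusted p under 0.05 it gave 9. With its default filters, also set beforehand, DESeq2 gave 74 altered genes (59 lower and 15 higher). In the edgeR fit, the count was 1 without WT PFOA library 65, and 1 without KI vehicle library 135, which enters through the shared estimate of the spread. Table 2 of the paper lists 62 genes, 14 raised and 48 lowered. All 62 had the same direction in the edgeR fit, 61 of them with an unadjusted p under 0.05. DESeq2 on the same genes called 21 of them, and with its default filters 54. Because Table 2 was chosen on these libraries, these numbers are not independent evidence. Among the 28 genes that the paper names, 0 passed in WT over all genes tested and 15 passed when adjusted over the list alone, which the study chose on these samples as well.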

WT mice lungs exposed to a high concentration of PFOA in water showed alterations in 62 protein coding genes (Table 2, FDR < 0.2, *p* > 0.05, and 2× fold change) 59 of which are depicted.

In Figure 5A. it should be noted that only one WT vehicle sample could not be included in these analyses due to RNA quality issues and weak sequencing results. 

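The 2 WT vehicle libraries that were sequenced differed from each other in composition. In library 107, protein-coding genes took 79.6% of the counts, ribosomal RNA 2.53% and the 10 most abundant genes 16.6%. In library 122, these shares were 65.3%, 6.77% and 31.4%. The protein-coding share was 61.3% in KO vehicle library 137, and between 74.4% and 80.4% in the other libraries, library 107 included. Counts were found for 25682 genes in library 107 and 23673 in library 122, at similar totals. Leaving out either one leaves 1 library in the group, and for such fits a fold change and no p-value is given. The WT vehicle sample that the paper left out was not analysed here.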

Gene-set enrichment analysis identified a number of cytokines and immunity-related genes enriched due to exposure to PFOA. Gene-set enrichment analysis of the differentially expressing genes (DEG) for this comparison showed that *Ccl5*, *Tyro3*, *Hp*, *Ak7*, *Cd27*, *Prkcq* and *Scgb1a1* were the key players in GO: 0050727 “regulation of inflammatory response” (Figure 5B, *p* > 0.016, Table 3). 

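Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) encodes a chemokine and had 0.612 ± 0.636 CPM (SD, n = 2) in WT vehicle and 3.58 ± 1.08 CPM (SD, n = 3) in WT PFOA lungs. Its log2 fold change was 2.44 (standard error 0.65, adjusted p = 0.456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.74 without WT vehicle library 122 and 4.32 without library 107. Tyro3 (ENSMUSG00000027298, chromosome 2, 119797733 to 119818104), a receptor tyrosine kinase, went from 22.4 ± 9.87 to 8.81 ± 0.432 CPM, a log2 fold change of -1.35 (standard error 0.28, adjusted p = 0.304, edgeR). Scgb1a1 (ENSMUSG00000024653, chromosome 19, 9083636 to 9087958), a secretoglobin of airway club cells, went from 15538 ± 7917 to 6214 ± 824 CPM, a log2 fold change of -1.33 (standard error 0.32, adjusted p = 0.456, edgeR). Without library 122, the log2 fold changes were -0.81 for Tyro3 and -0.69 for Scgb1a1, and without library 107 -1.75 and -1.78. Hp was at -1.09 (adjusted p = 0.456, edgeR) and -0.34 without library 122, and Ak7 at -1.27 (adjusted p = 0.456, edgeR) and -0.47 without it, and without library 107 these were -1.59 and -1.79. Prkcq rose by 1.24 on the log2 scale (standard error 0.22, adjusted p = 0.304, edgeR) and by 1.42 without library 122 and 1.07 without library 107. Cd27 rose by 1.72 (adjusted p = 0.456, edgeR) and by 1.20 without library 122 and 2.69 without library 107. It overlaps Vamp1 on the opposite strand, and Prkcq overlaps 3 unconfirmed transcripts, so their counts are less certain because the counting is not stated to use strand. For each of these 7 genes the WT PFOA libraries lay wholly on the far side of the vehicle libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 2 allow). Tyro3, Scgb1a1, Hp and Prkcq passed the threshold with DESeq2 on the same genes, and Ccl5, Ak7 and Cd27 with its default filters. Over the alternatives, the adjusted p went from 0.0845 to 0.908 for Ccl5, from 0.0317 to 0.908 for Tyro3 and from 0.0192 to 0.908 for Scgb1a1 (DESeq2 and edgeR).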

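Beside those 7 genes, the heatmap of Figure 5C holds Il27ra, Inhbb and Calml4. In WT lungs, Il27ra (ENSMUSG00000005465, chromosome 8, 84030294 to 84042589) rose from 2.54 ± 0.157 CPM (SD, n = 2) to 6.77 ± 1.15 CPM (SD, n = 3), a log2 fold change of 1.40 (standard error 0.35, adjusted p = 0.456 from edgeR's quasi-likelihood test). Inhbb (ENSMUSG00000037035, chromosome 1, 119415465 to 119422248) went from 24.9 ± 5.37 to 12.0 ± 0.686 CPM, with a log2 fold change of -1.06 (standard error 0.22, adjusted p = 0.304, edgeR). Calml4 (ENSMUSG00000032246, chromosome 9, 62858080 to 62875921) went from 19.4 ± 9.54 to 7.53 ± 3.07 CPM, with a log2 fold change of -1.36 (standard error 0.34, adjusted p = 0.456, edgeR). Its exact permutation p was 0.2 (two-sided). Its libraries did not overlap either, with the highest PFOA library at 11.0 CPM and the lowest vehicle library at 12.6 CPM. Without WT vehicle library 122, Calml4 was at -0.74 and Inhbb at -0.82, and without library 107 at -1.80 and -1.27. Inhbb passed the threshold with DESeq2 on the same genes, and Il27ra and Calml4 with its default filters. Il27ra and Calml4 each overlap a gene on the opposite strand.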

Genes involved in this enrichment cluster are represented in Figure 5C as a heatmap.

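In the libraries labelled KO, 0 genes were altered on PFOA and 2639 had an unadjusted p under 0.05, a number that was 1102 without KO vehicle library 137, 4020 without KO vehicle library 149 and 1720 without KO PFOA library 52. Other splits of the KO libraries gave 1243 to 2614 genes with such a p. In the libraries labelled KI, 0 genes were altered and 699 had an unadjusted p under 0.05. This is less than 0.05 of the genes tested, and 8 of 10 splits, the real one included, gave as many. DESeq2 on the same genes gave 68 altered genes in KO (50 protein-coding, 38 higher and 30 lower on PFOA) and 1 in KI, Mfsd2a, and at an adjusted p under 0.05 it gave 1 in each. With DESeq2 on genes with at least 20 counts in 1 library, a filter chosen after the values were seen, KO had 109 altered genes (48 higher and 61 lower), the most of any alternative, and on genes with a mean of at least 20 counts, also chosen afterwards, 57 (42 higher and 15 lower). With edgeR, KO had 9 altered genes without KI vehicle library 116, which enters through the shared estimate of the spread. KI had 2 without that library and 5 without KI PFOA library 139. Mfsd2a (ENSMUSG00000028655, chromosome 4, 122946850 to 122961188) had 1.88 ± 1.19 CPM on vehicle and 8.40 ± 1.53 CPM on PFOA in KI (SD, n = 3 each), a log2 fold change of 2.11 (standard error 0.39, adjusted p = 0.904 from edgeR's quasi-likelihood test and 0.0162 from DESeq2), and over the alternatives this p went from 0.00265 to 1.00. Without KI vehicle library 116, it passed with edgeR at 2.64 (adjusted p = 0.163). Its log2 fold change was 1.65 in KO (adjusted p = 0.434, edgeR), where it passed with DESeq2, and -0.25 in WT (adjusted p = 0.906, edgeR). The difference between the KI and WT effects was 2.36 (adjusted p = 0.999, edgeR). Of the 28 genes the paper names, 0 passed in either genotype over all genes, and 6 in KO and 4 in KI when adjusted over the list alone.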

The knock-out of mouse PPARα (KO) altered 71 protein-coding genes while human PPARα (KI) affected a single protein-coding gene in response to PFOA consumption (FDR < 0.2, *p* > 0.05, and 2× fold change, see Supplemental Table S1). 

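In the libraries labelled KO, Ccl5 reached 8.86 ± 1.41 CPM on PFOA (SD, n = 3), with a log2 fold change of 1.23 (standard error 0.43, adjusted p = 0.477 from edgeR's quasi-likelihood test). In KI, it went from 5.31 ± 2.41 to 9.44 ± 3.01 CPM (SD, n = 3 each), a log2 fold change of 0.84 (standard error 0.41, adjusted p = 1.00, edgeR). In these genotypes, Tyro3 had log2 fold changes of 0.022 (standard error 0.26) and -0.28 (standard error 0.25), with adjusted p = 0.981 and 1.00 (edgeR). The KO value of Tyro3 lay near 0 and was -0.029 with DESeq2, whose scaling moved the median of all genes in KO from -0.033 to -0.086. It was -0.22 with the i5 index as a covariate and -0.15 without KO PFOA library 52. Scgb1a1 had log2 fold changes of -0.32 in KO (standard error 0.29, adjusted p = 0.704, edgeR), or 0.19 with the i5 index as a covariate, and -0.16 in KI (standard error 0.29, adjusted p = 1.00, edgeR).

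**Figure D1:**
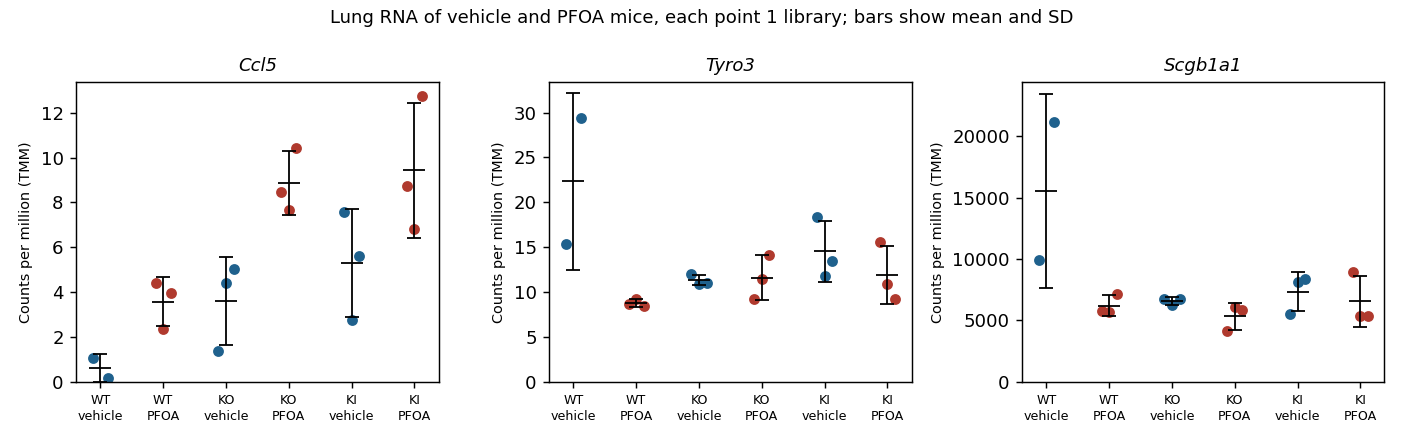
TMM-normalized CPM of Ccl5, Tyro3 and Scgb1a1 on linear axes that start at 0, for WT, KO and KI libraries on vehicle (blue) and PFOA (red). Each point is 1 library, and horizontal marks and bars give the mean and SD of each group. In WT vehicle, library 122 lies above library 107 for Tyro3 and Scgb1a1 and below it for Ccl5.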

The combined analyses of the abovementioned 3 genes (*Ccl5*, *Tyro3*, *Scgb1a1*) in 6 groups repeated the findings in WT mice, whereas KO or KI had no significant effect on these genes (Figure 6A). The other top differentially expressed genes in combined analyses were *Col1α1*, *Gas7*, *Klf2*, *Lair1*, *Lrg1*, *Mfsd2a*, *Mylip*, *Scd1*, *Slfn4*, *Slfn1*, *Ms4a6c*, *Ripk3*, *Nlrp3*, *Aim2*. 

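With genotype and exposure as additive terms, 9 PFOA libraries were compared with 8 vehicle libraries. In this fit 0 genes were altered and 2228 had an unadjusted p under 0.05, while DESeq2 on the same genes called 26 (16 higher and 10 lower) and with its default filters 22 (18 and 4). The edgeR count rose to 35 without KI PFOA library 139, 13 without KI vehicle library 102, 6 without KI PFOA library 57 and 4 without KI vehicle library 135, and was at most 2 without any other library. Of the 28 named genes, 0 passed over all genes and 5 when adjusted over the list alone. Mylip (ENSMUSG00000038175, chromosome 13, 45389742 to 45412022) had the smallest adjusted p of them, at 0.0494, with a log2 fold change of 0.99 (standard error 0.15, edgeR's quasi-likelihood test), just under the fold threshold of 2. It passed without any one of 9 libraries, which were KI PFOA 139, KI vehicle 102, KO PFOA 155 and 52, KO vehicle 145 and 149, WT PFOA 56 and 65, and WT vehicle 107, with log2 fold changes from 1.00 to 1.06. Lrg1 rose by 0.72 (standard error 0.14, adjusted p = 0.288, edgeR) and Ms4a6c by 1.26 (standard error 0.26, adjusted p = 0.289, edgeR). The log2 fold changes were 1.20 for Mfsd2a, 1.19 for Slfn4, 1.05 for Slfn1, 0.93 for Scd1, 0.82 for Lair1 and 0.44 for Gas7, with adjusted p from 0.385 to 0.416 (edgeR). Col1a1, Ripk3 and Klf2 were at 0.24, 0.33 and 0.062 (adjusted p = 0.591, 0.725 and 0.953, edgeR). Ripk3 was at 0.54 without WT vehicle library 107 and 0.21 without library 122. Ms4a6c passed at 1.26, 1.37, 1.28 and 1.39 without KI PFOA 139, KI PFOA 57, KI vehicle 102 and KI vehicle 135, Slfn1 at 1.04 and 1.21 without the first 2 of these, and Scd1 at 1.22 without WT vehicle 107. With DESeq2, Mfsd2a, Ms4a6c, Slfn1 and Slfn4 passed, as did Ccl5, which also passed with edgeR at 1.33 without KI PFOA 139 and 1.43 without KI vehicle 102. The value of Klf2 fell below 0 on leaving out any one of 6 libraries, down to -0.025 without KO vehicle library 149. Slfn1 and Slfn4 belong to a family of similar genes side by side on chromosome 11, whose reads the counting could have split between them. Ms4a6c and Gas7 overlap genes on the opposite strand.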

The comparison of gene expression in the three genotypes (WT, KO, KI) with and without PFOA can be seen in Figure 6B. The differences in expression patterns across genotypes suggested different roles for PPARα in controlling gene expression in the lung and warrants detailed investigation.

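Tested as a difference of effects, PFOA changed 0 genes differently in KO than in WT (2010 with an unadjusted p under 0.05). It changed 0 genes differently in KI than in WT (1235 with an unadjusted p under 0.05, less than 0.05 of the genes tested). DESeq2 gave 3 and 1. The first count was 1 without WT PFOA library 65, and the second 1 without KI PFOA library 80 or KI vehicle library 116. Across 18000 genes, the log2 fold changes on PFOA in WT and KO had a Spearman correlation of 0.19. The correlation was 0.10 for WT and KI and 0.12 for KO and KI. Relabelings of the libraries, the real labels included, used differences of mean log2 CPM, for which these correlations were 0.21, 0.12 and 0.12. As high a value was given by 54 of 200 for WT and KO, 46 of 200 for WT and KI, and 54 of 400 for KO and KI. Genes are not independent replicates, so these values describe the libraries. Without WT vehicle library 122, the WT and KO correlation was -0.020, and without KO vehicle library 137 it was 0.078. That of WT and KI was -0.010 without KI PFOA library 80 and 0.20 without KI PFOA library 139, and that of KO and KI was 0.055 without KO vehicle library 137. Among genes with a mean of at least 100 counts, the correlations were 0.33, 0.21 and 0.22. From the differences in expression patterns across genotypes, the paper proposes different roles for PPARα in controlling gene expression in the lung.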

## 3. Discussion

PFAS exposure by air, water or food is a significant public health problem [25] associated with asthma and AHR in a number of human cases and in animal studies. It is important to understand the mechanism(s) of PFAS-induced lung pathogeneses such as asthma/AHR so that biomarkers or therapeutic targets can be identified. Our research here is a step in this direction.

Inflammasomes are considered to play an important role in asthma and allergic diseases as evidenced from population, mouse-model and cell-based studies [43,44,45,46]. Inflammasomes, multi-protein platforms comprised of nucleotide-binding oligomerization domains, control the activation of the cysteinyl aspartate protease, caspase-1 and the cleavage of pro-IL-1β, which enables the release of the active mature IL-1β cytokine [47] along with IL-18 and HMGB1 [48]. *NLRP3* is the most studied inflammasome and is known to be activated by various particles/fibers including asbestos [47,48]. A growing number of studies have demonstrated the association of NLRP3 and PFAS in gastric cells [29] and rodent models of obesity and lung development [30,31]. Our experience with lung pollutants, the inflammasome field and the published literature led us to hypothesize that PFAS, being a surfactant in nature, could alter cell-membrane permeability, leading to potassium efflux and inflammasome activation. Consistent with the findings of Sorli et al. [27], we demonstrated the alteration of the membrane properties of BEAS2B cells by PFOA. Subsequent activation of NLRP3, as measured by caspase-1 and HMGB1 release in the medium, occurred following exposure to PFOA, PFOS and 5 PFAS mixture (long and short chain). Increased steady-state mRNA levels of pro-inflammatory and -allergic cytokines signified a role for PFAS in lung inflammation and pathogenesis. A recent comprehensive study by Wang et al. [28], using in vitro macrophages and in vivo mouse models indicated the role of another inflammasome, AIM2, in PFOS-induced inflammatory responses but no involvement of NLRP3 in the process. The discrepancy in the outcome could be attributed to the use of different cell types (epithelial vs. macrophage) to test the effects of PFOS or differences in the effects of structurally distinct PFAS.

The viability assessment of BEAS2B cells in response to different doses of PFAS projected an interesting picture. Both long-chain PFAS, PFOA and PFOS had no effect on viability up to a concentration of 100 μM; however, higher concentrations produced significant cell death. NLRP3 activation and priming also were significantly increased at higher concentrations, which suggested that cells were undergoing pyroptosis (inflammasome-dependent inflammatory cell death). Of the short-chain PFAS, PFBA had no effect on cell viability at any concentration; however, PFBS significantly increased viability and GenX showed an increasing trend. Similarly, PFBS has recently been reported to increase cell viability in trophoblasts as well [49]. Furthermore, it is possible that both PFBS and GenX did not increase the viability or growth of cells but only their metabolic activity because the MTS Assay used here for cell viability measures mitochondrial activity.

As the human population is exposed to a mixture of PFAS, it is important to assess the role of a mixture of short- and long-chain PFAS on biological cell pathways [25]. Our 5 PFAS mixture had a significant effect on NLRP3 activation and priming in BEAS2B cells. Pro-inflammatory (IL-6, IL-8) and pro-allergic (IL-5) cytokines were also upregulated. E-cadherin (CDH1), a marker for EMT was downregulated both by PFOA and PFOS alone as well as in a PFAS mixture. EMT is considered an important initial step for many respiratory diseases including asthma and fibrosis [50,51].

PFOA consumption in drinking water is a relevant model for PFOA exposure that mimics real-life situations. Our model mimicked high human-relevant PFAS exposure (range 0.01–92.03 μg/mL serum). Here we showed that chronic exposure to PFOA increased serum levels of PFOA and altered the lung gene-expression profile in mice expressing wildtype PPARα. Many of these genes are involved in immunity/inflammation pathways, suggesting that systemic PFOA exposure can alter lung gene expression, which may lead to lung pathogenesis. We focused on 3 genes (out of 10), *Ccl5*, *Tyro3*, and *Scgb1a1*, which were significantly altered by PFOA exposure in the WT group. These genes are the key players in GO: 0050727 “regulation of inflammatory response”. C–C motif chemokine ligand 5 (CCL5) is a pro-inflammatory chemokine known to be involved in respiratory infection and diseases including lung cancer [52,53,54]. The secretoglobulins (SCGB) are highly abundant in the respiratory system and regulate immunoregulatory and anti-inflammatory process of airway diseases. Their downregulation by PFOA (Figure 5B) can stimulate disease process in lungs [55]. Tyro 3 is a component of the TAM receptor (family of receptor tyrosine kinases) along with Axl and MerTK. TAM plays important roles in efferocytosis and balancing the immune response and inflammation [56]. In different immune cells, TAM can prevent superfluous immune reactions and dampen the inflammatory response. Decreased levels of Tyro 3 in mouse lung by PFOA indicated a possible mechanism by which PFOA could regulate the lung’s immune/inflammatory system. A recent study by Phelps et al. [57] using zebrafish and human neutrophils demonstrated that legacy and that emerging PFAS can suppress the neutrophil respiratory burst, thereby suppressing the immune function.

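In mouse lung, Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) had 5.10 ± 4.02 CPM (SD, n = 2) in WT vehicle and 5.21 ± 2.09 CPM (SD, n = 3) in WT PFOA libraries. In KO it had 4.92 ± 1.24 and 9.36 ± 1.13 CPM, and in KI 4.66 ± 2.10 and 5.30 ± 1.47 CPM (SD, n = 3 each). Over the 3 genotypes its log2 fold change was 0.43 (standard error 0.25, adjusted p = 0.670 from edgeR's quasi-likelihood test), which is not past the threshold. This value was 0.31 without WT vehicle library 107 and 0.67 without library 122. The WT value rested on the vehicle libraries and was -0.61 without library 107, 1.20 without library 122 and -0.32 without WT PFOA library 65. In KI it was 0.20, and -0.015 without KI PFOA library 139. Aim2 (ENSMUSG00000037860, chromosome 1, 173350879 to 173466040) had log2 fold changes of 0.38, 0.51 and 0.62 in WT, KO and KI, and 0.51 over the genotypes (standard error 0.25, adjusted p = 0.613, edgeR). Its WT value was -0.14 without library 107 and 1.12 without library 122, and -0.057 with the i5 index as a covariate. Aim2 overlaps Cadm3 on the opposite strand.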

Interestingly, we saw increased expression of two inflammasome-related genes, *Nlrp3* and *Aim2*, in response to PFOA exposure in the mouse lung. It corroborated our in vitro data that one possible mechanism of lung inflammation and pathogenesis by PFAS was inflammasomes. Similarly, Wang et al. showed that in vivo exposure to IP-injected PFOS resulted in Aim2-dependent inflammation. Detailed studies are required with lung specific transgenic models to understand the role of different inflammasomes in PFAS-induced lung pathologies. The following were all upregulated or had an upregulation trend in PFOA-consuming mice lungs compared to vehicle-fed mice: *Klf2* (kruppel-like factor 2), a transcription factor involved in type I pneumocyte differentiation; *Mfsd2a* (major facilitator superfamily domain containing 2a), known to maintain pulmonary surfactant homeostasis; *Mylip* (myosin-regulated light-chain interacting protein) involved in protein catabolic process and possibly as a tumor suppressor in lung cancer; and *Slfn4 & 1* (schlafen 4 and 1), *Ms4a6c*, involved in immune cell regulation, cell cycle arrest and receptor signaling pathways,

Although it is a very preliminary finding from a limited sample size, PFOA consumed through water was found to affect the lung immune/inflammatory environment, which may play a significant role in lung pathogenesis, asthma and AHR. Downward trends in the PFOA-exposed mice group were also observed in genes such as, *Col1α1* (collagen type1α1), *Gas 7* (growth arrest specific 7) and *Scd* 1 (stearoyl-coenzyme A desaturase 1); however, their significance is yet to be determined.

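Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had log2 fold changes on PFOA of -0.16 in WT, 0.27 in KO and 0.55 in KI, with standard errors of 0.19, 0.17 and 0.17. Its WT value was 0.15 without WT vehicle library 107 and -0.42 without WT vehicle library 122. Gas7 (ENSMUSG00000033066, chromosome 11, 67455091 to 67688990) was at 0.070 in WT, 0.63 in KO and 0.56 in KI (standard errors 0.19, 0.17 and 0.17). In WT it was -0.20 without library 122 and 0.40 without library 107, -0.0014 without WT PFOA library 50, and -0.18 with a score of airway marker genes as a covariate. Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879) was at 0.43 in WT, 1.55 in KO and 0.73 in KI (standard errors 0.41, 0.37 and 0.37). In WT it was -0.21 without library 122 and 1.60 without library 107. None of these 9 fold changes passed the threshold with edgeR's quasi-likelihood test, where the smallest adjusted p was 0.434 for Scd1 in KO. Scd1 in KO passed with DESeq2, and over the alternatives its adjusted p went from 0.0314 to 1.00, the latter with edgeR without KO vehicle library 137.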

One of the strongest responses to PFAS exposure is lipid disruption [25,58], which can be mediated by peroxisome proliferator activated receptor α (PPARα) and acts in a species-specific manner. Therefore, we compared PFOA-modulated gene expression profiles in lung tissues from PPARα null (KO) and hPPARα (KI) mice to that in WT mice. No significant effect of PPARα manipulation (KI, KO) was observed for *Ccl5*, *Lair1*, *Mylip* and *Aim2*, all of which appeared to be induced in the lung by PFOA. However, the PFOA-induced reduction of *Tyro3* and *Scgb1a1* expression appeared only to occur in the WT mice. In contrast, *Gas7*, *Ms4a6c*, *Nlrp3* and *Slfn1* showed greater induction by PFOA in the absence of PPARα. 

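Lair1 (ENSMUSG00000055541, chromosome 7, 4003402 to 4063204) had log2 fold changes of 0.63 in WT, 0.47 in KO and 1.32 in KI (standard errors 0.38, 0.31 and 0.33). In WT it was 0.011 without WT vehicle library 122 and 1.89 without library 107. Those of Mylip were 0.96, 0.91 and 1.10 (standard errors 0.30, 0.26 and 0.26). None of these 6 passed the threshold with edgeR, while Lair1 and Mylip passed in KI with DESeq2 on genes with a mean of at least 20 counts, a filter added after the values were seen. The difference of the KO effect from the WT effect was -1.21 for Ccl5, -0.17 for Lair1, -0.051 for Mylip and 0.14 for Aim2. The corresponding adjusted p were 0.739, 0.959, 0.991 and 0.981 (edgeR's quasi-likelihood test). For KI against WT, the differences were -1.60, 0.69, 0.14 and 0.24, none past the threshold. The standard errors of these differences were 0.39 to 0.79.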

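The difference of the KO effect from the WT effect was 1.37 for Tyro3 (standard error 0.38, adjusted p = 0.669 from edgeR's quasi-likelihood test) and 1.01 for Scgb1a1 (standard error 0.43, adjusted p = 0.669, edgeR). For KI, these differences were 1.07 (standard error 0.38, adjusted p = 0.999, edgeR) and 1.17 (standard error 0.43, adjusted p = 0.999, edgeR). Over all genes tested, the effects were not shown to differ between genotypes. When adjusted over the list alone, 7 of the 28 named genes passed for the KO effect against the WT effect and 13 for the KI effect, with Tyro3 at 0.0366 and 0.0478 and Scgb1a1 at 0.120 and 0.0478 (edgeR). The study chose the list on these samples, so this is not independent evidence. All 4 differences rest on the WT vehicle group of 2 libraries. Without library 122 the WT effects were -0.81 for Tyro3 and -0.69 for Scgb1a1, against -1.35 and -1.33 with it. All 4 differences are then smaller. Without library 107 the WT effects were -1.75 and -1.78, which makes the differences larger.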

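The difference of the KO effect from the WT effect was 0.56 for Gas7 (standard error 0.25), 0.70 for Ms4a6c (standard error 0.63), 0.89 for Nlrp3 (standard error 0.61) and 0.67 for Slfn1 (standard error 0.56). The adjusted p of these differences were 0.669, 0.805, 0.745 and 0.788 (edgeR's quasi-likelihood test). Within KO, Ms4a6c (ENSMUSG00000079419, chromosome 19, 11469366 to 11482192) went from 2.60 ± 1.68 to 10.4 ± 3.52 CPM (SD, n = 3 each), a log2 fold change of 1.90 (adjusted p = 0.434, edgeR, and 0.0715, DESeq2). Slfn1 (ENSMUSG00000078763, chromosome 11, 83116849 to 83122670) went from 4.45 ± 1.14 to 15.3 ± 5.72 CPM, a log2 fold change of 1.79 (adjusted p = 0.434, edgeR, and 0.0715, DESeq2). Over the alternatives these adjusted p went from 0.0282 to 1.00 for Ms4a6c and from 0.0314 to 1.00 for Slfn1, in both cases highest with edgeR without KO vehicle library 137. Slfn1 passed with edgeR at 1.79 without KI vehicle library 116. In WT, the log2 fold changes were 1.21 for Ms4a6c and 1.12 for Slfn1. That of Nlrp3 in KO was 0.94 (adjusted p = 0.490, edgeR). The WT effect of Nlrp3 was 1.20 without WT vehicle library 122, above its KO effect, and -0.61 without library 107. The direction of its difference therefore rests on 1 library. For Gas7, Ms4a6c and Slfn1 the WT effect stayed below the KO effect without either library.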

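Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) had 81.0 ± 16.8 CPM (SD, n = 2) in WT vehicle and 101 ± 31.5 CPM (SD, n = 3) in WT PFOA libraries. It had 53.2 ± 4.16 and 94.8 ± 20.8 CPM in KO, and 141 ± 5.50 and 76.7 ± 6.24 CPM in KI, on vehicle and PFOA (SD, n = 3 each). The log2 fold changes were 0.31, 0.82 and -0.88, with adjusted p = 0.785, 0.434 and 1.00 (edgeR's quasi-likelihood test). In WT the log2 fold change was 0.11 without WT vehicle library 122 and 0.53 without library 107. With DESeq2 on filters added after the values were seen, the adjusted p was as low as 0.110 in KO and 0.181 in KI. These used at least 20 counts in 1 library and a mean of at least 20 counts. Both are under 0.2, but Klf2 was called under none of the alternatives, because its fold change stayed under 2 there. The KI effect differed from the WT effect by -1.19 (standard error 0.30, adjusted p = 0.999, edgeR). In KI and in KO, no PFOA library overlapped the vehicle libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).

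**Figure D2:**
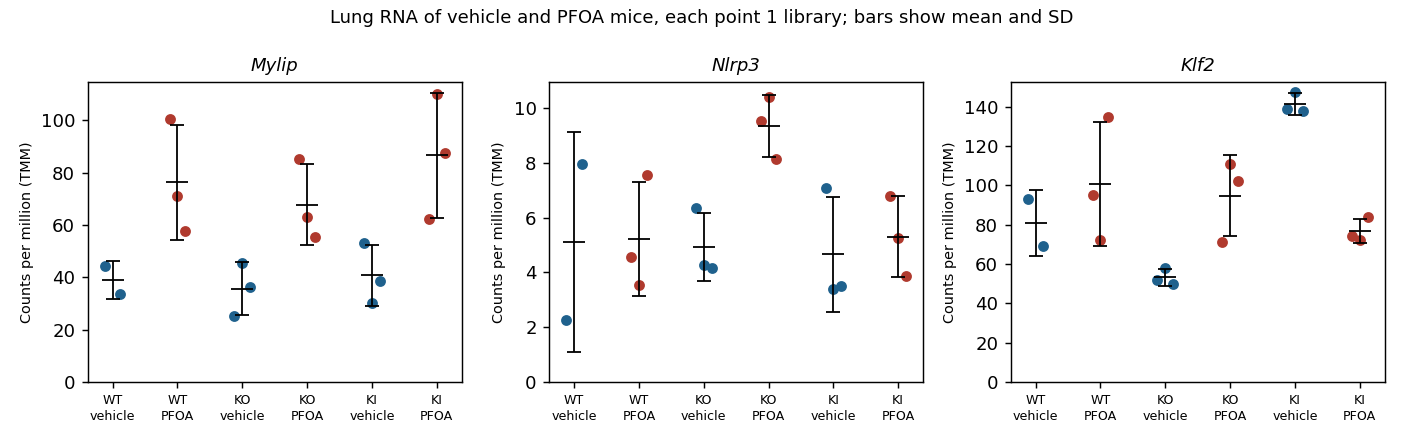
TMM-normalized CPM of Mylip, Nlrp3 and Klf2 on linear axes that start at 0, for WT, KO and KI libraries on vehicle (blue) and PFOA (red). Each point is 1 library, and horizontal marks and bars give the mean and SD of each group. The KI PFOA libraries lie below the KI vehicle libraries for Klf2 and above them for Mylip.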

*Klf2*, which showed an upward trend in response to PFOA in WT and KO mice, was reduced by PFOA in KI mice. These different patterns suggested that PFOA may have multiple molecular targets in the lung as has been shown for the liver [59].

In conclusion, our study demonstrated that PFAS can dysregulate lung inflammasome/inflammation/immune pathways via membrane permeability alterations which may be responsible for the PFAS-associated respiratory diseases reported (Figure 7). Both short- and long-chain PFAS alone as well as in mixture were shown to affect lung biological responses. In addition, the number of inflammation- and immunity-related genes in the lungs of mice were altered in response to PFOA-treated drinking water. We acknowledge that there were limitations to our study, such as the use of one type of lung cell line, lack of inclusion of a primary cell line and a limited number of samples for the in vivo study. The high points of our study were testing the effect of both the short- and long-chain PFAS and the mixture of PFAS in the in vitro study and using a human-relevant mouse model that allowed us to compare the effects between mice expressing mouse or human PPARα and PPARα-null mice. The role of PPARα in PFOA-induced lung gene expression may not be as significant as in the liver or adipose tissue where lipid metabolism takes place; however, the results here support the need for further investigation of the mechanistic underpinning of PFAS-induced effects on lung health. More studies are required to pinpoint the role of inflammasome/inflammation in PFAS-induced lung responses using transgenic, lung-specific animal models.

## 4. Materials and Methods

Cell culture and treatments: Immortalized BEAS2B cells from ATCC [60,61] were cultured following protocols previously published [11,60,61]. PFAS proposed in this study were purchased from commercial vendors (Sigma-Aldrich, Burlington, MA, USA). Cells were exposed to long-chain (PFOA, PFOS), short-chain PFBS, perfluorobutanoic acid (PFBA), replacement chemical for PFOA (GenX), or mixture (all 5) PFAS for 24 h at predetermined concentrations.

Atomic force microscopy (AFM) was performed on BEAS2B grown on special glass dishes, exposed to PFOA/PFOS or vehicle (DMSO) for 24 h. Alteration in membrane properties (plasticity, elastic modulus and force ratio) were measured (*n* = 89–100 measurements/dish). Cells grown on glass bottom dishes were analyzed using AM–FM AFM (Asylum Research MFP-3 D BIO (MIC, UVM)] to quantify the fluidity of cellular membranes) [62,63].

PFAS effects on cell viability by MTS Assay: Dose-response analyses were conducted to assess the viability of the cell line following exposure to a range of PFAS individually as well as in mixture. Stock solutions of PFAS in DMSO were diluted in 0.5% fetal bovine serum (FBS) containing a culture medium for cell exposure (24 h). Cells were exposed to a broader range of concentrations to cover the range of the human body burden (0.01–92.03 µg/mL) [64]. The same volume of DMSO was used as a vehicle control (≤0.01%).

The effects of PFAS were seen in NLRP3 priming (mRNA levels), NLRP3 activation (caspase-1 and HMGB1 secretion in medium), cytokine mRNA expression (*IL-5* and *IL-6*) and EMT marker mRNA expression (E-cadherin, *CDH1*). Lung epithelial cells were exposed to PFOA, PFOS or mixture of 5 PFAS (1:1:1:1:1) for 24 h with a range of selected concentrations.

Priming of inflammasome *NLRP3*, *AIM2*, *PYCARD*, *IL-1β*, *gasderminD*: This was assessed on extracted RNA by qRTPCR with assay-on-demand (AOD) primer and probe mixture from Applied Biosystems [48,51,60] normalized to housekeeping gene *HPRT*.

Activation of inflammasome: A conditioned medium was collected from dishes after 24 h of treatment and high-mobility group box 1 (HMGB1), and caspase-1p20 secretion by Western blot analysis was assessed as previously reported [48,51]. Ponceau stain was used to demonstrate equal loading.

Statistical analyses: We used three or more determinations per group per time point, and experiments were replicated three times. GraphPad Prism 8 (GraphPad Software, La Jolla, CA, USA) was used. Analysis of variance (ANOVA) was used to evaluate the results from each experiment, followed by a Tukey’s post-hoc test to assess the combined results from replicate experiments. The latter analysis included an experiment as a random effect to test for differences between experiments and treatment by experimental interactions. The Student–Newman–Keuls procedure was used to adjust for multiple pairwise comparisons between groups (*p* ≤ 0.05 was considered statistically significant).

In vivo exposure: PFOA-exposed and control mouse lungs (frozen) were obtained from Dr. Jennifer Schlezinger (BU), who had previously demonstrated the effect of PFOA-treated drinking water in mice using different models [59,65]. Perfluorooctanoic acid, PFOA (cat. #171468, 95% pure) came from Sigma-Aldrich (St. Louis, MO, USA). All animal studies were approved by the Institutional Animal Care and Use Committee at Boston University and performed in an American Association for the Accreditation of Laboratory Animal Care accredited facility (Animal Welfare Assurance Number: A3316-01). Male and female, humanized PPARα (KI) and PPARα null (KO) mice were generated from mouse PPARα null, and human PPARα heterozygous breeding pairs (generously provided by Dr. Frank Gonzalez, NCI) [66]. Sv/129 wildtype (WT) mice were purchased from Jackson labs, Bar Harbor, ME (stock #002448). At 6 weeks of age, mice were provided a custom diet based on the “What we eat in America (NHANES 2015/2016)” analysis for what adults eat (Research Diets, New Brunswick, NJ, USA) [67]. The diet contained 47% carbohydrate, 37% fat, and 16% protein, as a % energy intake. Vehicle and treatment water were prepared from NERL High Purity Water. A concentrated stock solution of PFOA (1 × 10^−2^ M) was prepared in NERL water and then diluted in NERL water containing 0.5% sucrose. Mice were administered vehicle (0.5% sucrose) drinking water or PFOA (1.4 (low) and 6.2 (high) μg/mL) drinking water *ad libitum* for 14 weeks. Vehicle water was prepared with 0.5% sucrose, which ensures consumption. Treatment water was prepared with vehicle water and PFOA stocks dissolved in water. Treatment was for 14 weeks. At the time of harvest, lungs were removed and snap frozen in liquid nitrogen and transported to UVM in dry ice. Serum PFOA concentrations were determined by LC-MS/MS according to method MLA-110 (EPA Method 537 Modified) (SGS AXYS Analytical Services Ltd., Sidney, British Columbia, CA, USA).

Next Gen Sequencing (RNA Seq) on mouse lungs: Lung tissue RNA extraction, quantification, quality analyses, library preparation, sequencing and data analyses was performed by the Vermont Integrative Genomics Resource (VIGR), UVM. Libraries were sequenced across four lanes of a high-capacity flow cell on the Illumina HiSeq 1500. Demultiplex reads had poorer quality bases trimmed from the 3′ end (phred score < 20), and the trimmed reads (avg. quality > 38.1, avg. length 80 bp, avg. GC ~53.4%) were aligned to the mouse reference genome mm10 using the STAR 2.6 aligner in Partek^®^ Flow^®^. Aligned reads were then quantified using an expectation–maximization model and translated to genes. Those that had fewer than 20 counts were then filtered, leaving 19,366 high-count genes. Differential gene expression was evaluated using the algorithm in DESeq2 v3.5 base on median ratio normalization, and the negative binomial distribution of the gene signal. Gene-set enrichment analysis and pathway enrichment analysis were performed against the KEGG gene sets and pathways databases.

## Figures and Tables

**Figure 1:**
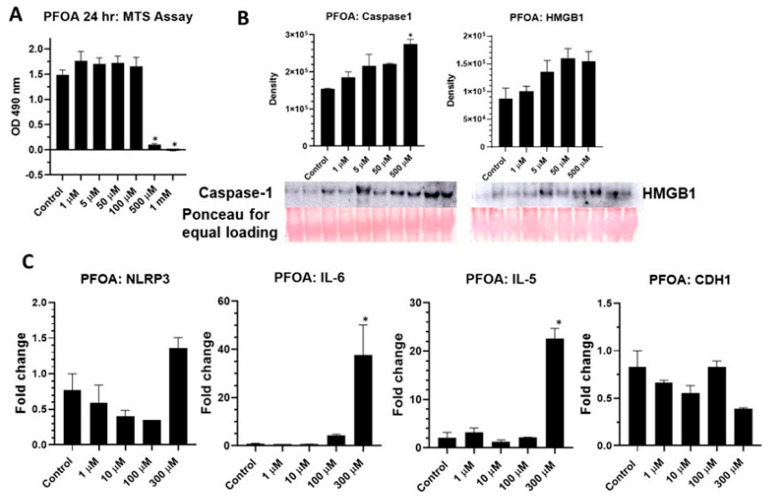
PFOA activates inflammasomes in BEAS2B cells. (**A**) PFOA-attenuated cell viability at 24 h at higher doses as measured by MTS Assay (*n* = 6, * *p* ≤ 0.05 compared to control). (**B**) PFOA-caused inflammasome activation as measured by caspase-1 and HMGB1 secretion in media by immunoblotting. Ponceau stain was used as an equal loading control (*n* = 2/group, * *p* ≤ 0.05 compared to control). Bar graph represents quantitation of immunoblots. (**C**) PFOA-caused increasedsteady-state mRNA levels of NLRP3 inflammasome, pro-inflammatory cytokine IL-6, allergy related cytokine IL-5 and decreased levels of CDH1, a marker of EMT as measured by qRTPCR normalized to hprt (*n* = 2, * *p* ≤ 0.05 compared to control). Equal volume of DMSO was used in control in all experiments.

**Figure 2:**
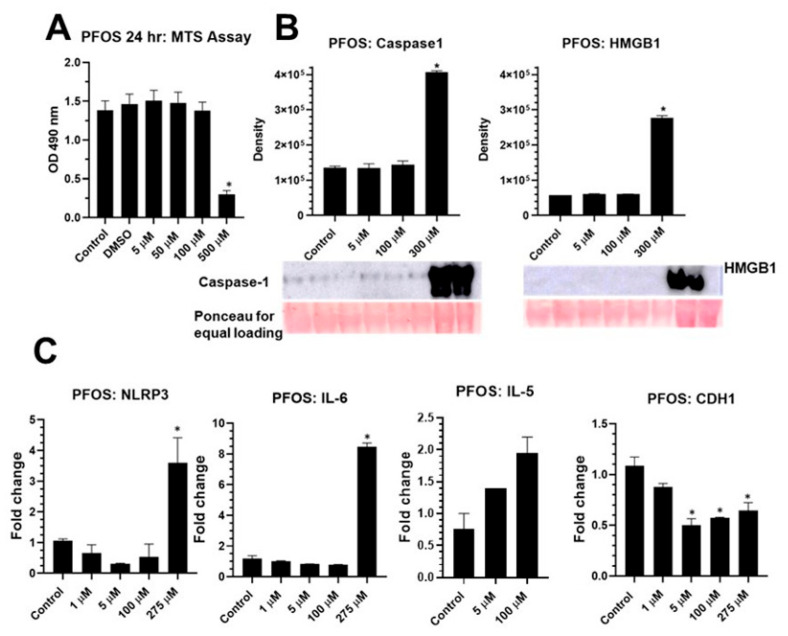
PFOS activates inflammasome in BEAS2B cells. (**A**) PFOS-attenuated cell viability at 24 h at higher doses as measured by MTS Assay (*n* = 6, * *p* ≤ 0.05 compared to control). (**B**) PFOS-caused inflammasome activation as measured by caspase-1 and HMGB1 secretion in media assessed by immunoblotting. Ponceau stain was used as an equal loading control (*n* = 2/group, * *p* ≤ 0.05 compared to control). Bar graphs represent quantitation of immunoblots (**C**). PFOS caused an increase in steady-state mRNA levels of NLRP3 inflammasome, pro-inflammatory cytokines IL-5 and 6 and decreased levels of CDH1, a marker for EMT as measured by qRTPCR (*n* = 2, * *p* ≤ 0.05 compared to control). Equal volume of DMSO was used in control in all experiments.

**Figure 3:**
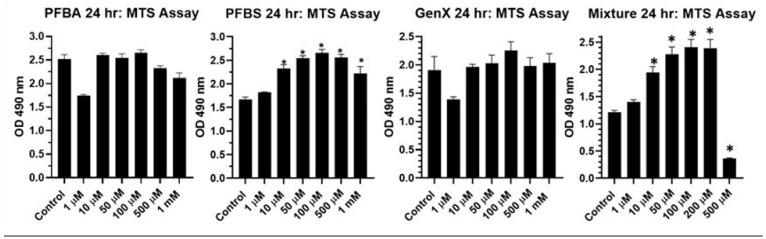
Effect of individual short-chain (PFBA, PFBS, GenX) or long- and short-chain mixture (PFOA, PFOS, PFBA, PFBS and GenX) on BEAS2B cell viability as measured by MTS Assay. * *p* ≤ 0.05 compared to control (*n* = 6/group).

**Figure 4:**
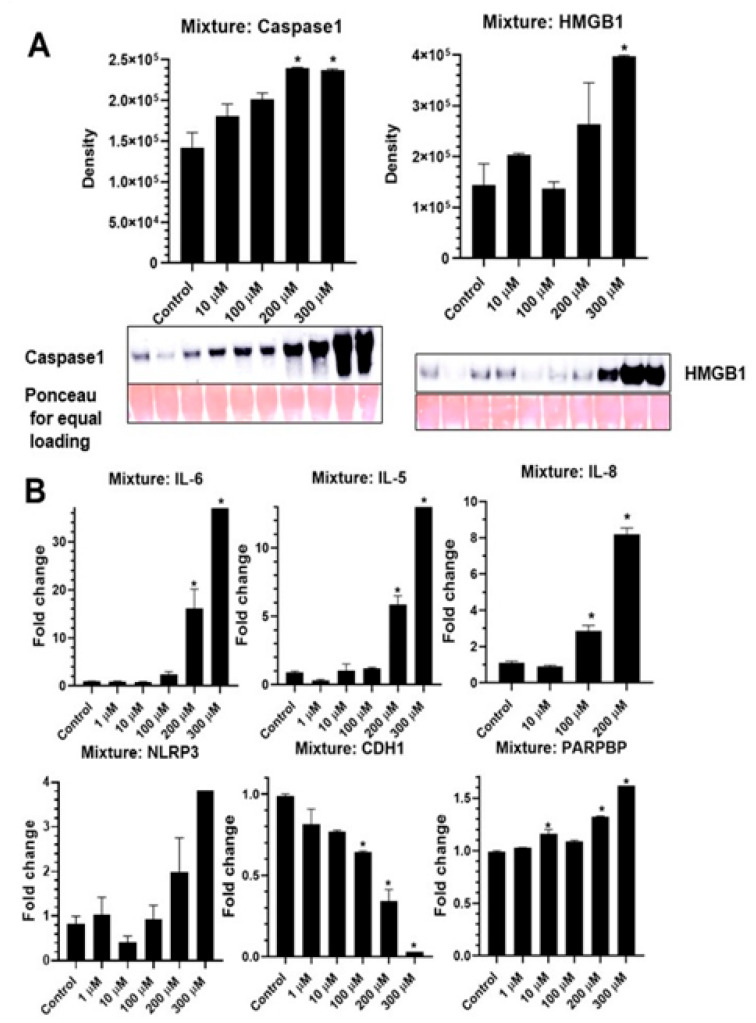
PFAS mixture causes inflammasome activation in BEAS2B cells as depicted by caspase-1 and HMGB1 release in media (**A**). An increase in steady-state mRNA levels of *NLRP3*, *IL-6*, *IL-5* and *PARPBP* and decrease in *CDH1* levels were caused by mixture (PFOA, PFOS, PFBA, PFBS and GenX) exposure (**B**). * *p* ≤ 0.05 compared to control. (*n* = 2/group).

**Figure 5:**
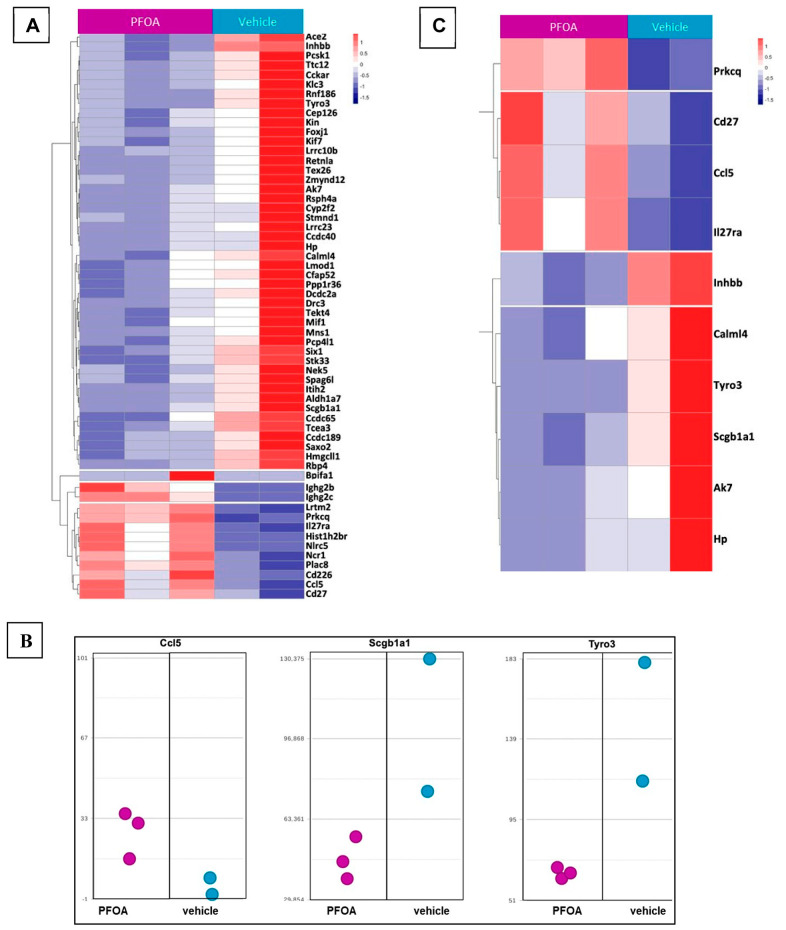
(**A**) Heat map showing effect of administering PFOA-treated drinking water (6.2 µg/mL) on mice for 14 weeks in differential gene expression in lungs compared to vehicle group (V) as measured by Next Gen Sequencing (NGS). (**B**) Dot plots of the key players from GO: 0050727 “regulation of inflammatory response” from the DEG set. (**C**) Heatmap of the raw counts for the GO: 0050727 “regulation of inflammatory response” and other inflammatory gene sets.

**Figure 6:**
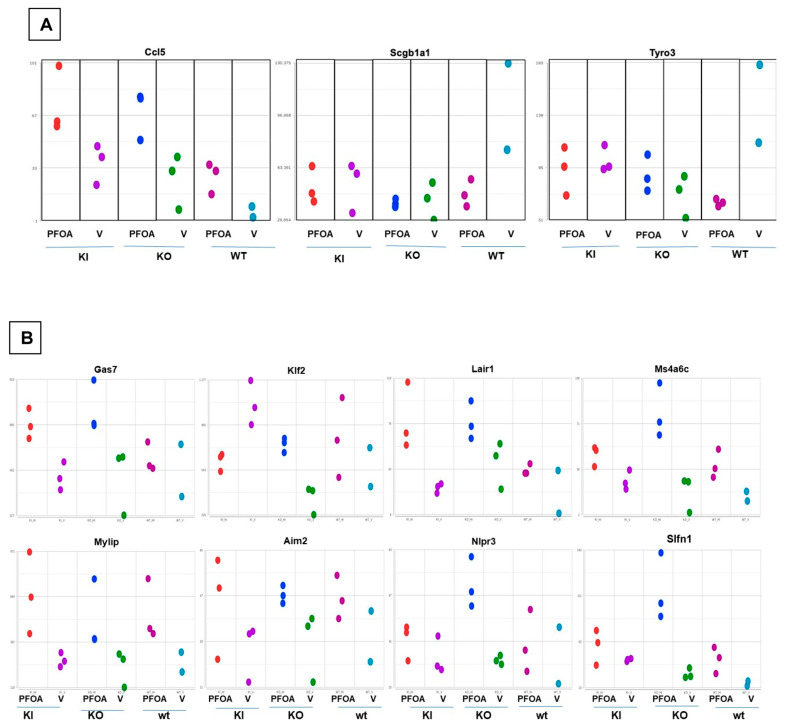
Gene analysis across all genotypes (WT, KI, KO) with and without PFOA. (**A**). Dot plots of the key players from GO: 0050727 “regulation of inflammatory response” from the DEG set, including the PPARα knock-out and knock-in (KO & KI respectively). (**B**). Dot plots of differentially expressed genes in KO and KI in response to PFOA or Vehicle, (V). (*n* = 3), (WT = wild type; KI = expression of hPPARα; KO = deletion of PPARα).

**Figure 7:**
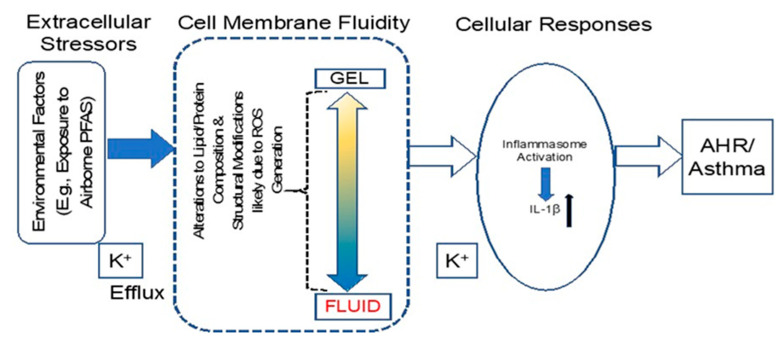
PFAS can alter lung epithelial cell membrane fluidity/permeability, K+ efflux, reactive oxygen species (ROS) generation, which may lead to inflammasome activation, pro inflammatory cytokine (IL-1β, IL-18, IL-33) release and airway hyper-responsiveness (AHR)/asthma.

**Table 1:** PFAS alters BEAS-2B cell membrane properties as measured by atomic force microscopy (AFM). (SEM-standard error of mean).

Treatment	Plasticity			Force Ratio			Elastic Modulus (Pa)		
	Mean	SEM	n	Mean	SEM	n	Mean	SEM	n
DMSO	0.276	0.0217	89	5.299	0.4668	95	521,803	41,398	97
PFOS	0.238	0.0158	96	5.013	0.2219	95	602,628	38,920	100
PFOA	0.305	0.0801	95	2.921	0.2770	95	699,743	159,913	96

**Table 2:** Differentially expressed protein-coding genes from the lungs of wild type (WT) mice exposed to PFOA compared to those exposed to vehicle (V) based on an FDR < 0.05, *p*-value < 0.05, and 2× fold change cut off. Due to the limited number of available vehicle-treated lungs, several genes including *Bpifa1*, *Ccdc40*, *Hp* and *Stmnd1*, artifactually passed these thresholds despite weak support and validation on independent samples.

Ensembl	Chr	Total Counts	*p*-Value	FDR (Step-Up)	Fold Change
Bpifa1	2	946	5.29 × 10^−9^	9.88 × 10^−5^	2.36 × 10^6^
Ighg2c	12	232	1.34 × 10^−4^	9.61 × 10^−2^	9.80 × 10^1^
Hist1h2br	13	85	9.02 × 10^−4^	1.87 × 10^−1^	7.89 × 10^1^
Ighg2b	12	234	6.84 × 10^−4^	1.75 × 10^−1^	1.46 × 10^1^
Ncr1	7	551	8.33 × 10^−4^	1.87 × 10^−1^	9.14 × 10^0^
Ccl5	11	663	2.69 × 10^−4^	1.32 × 10^−1^	5.59 × 10^0^
I830077J02Rik	3	371	9.65 × 10^−5^	7.36 × 10^−2^	5.18 × 10^0^
Plac8	5	745	7.30 × 10^−4^	1.75 × 10^−1^	3.86 × 10^0^
Cd27	6	453	3.25 × 10^−4^	1.38 × 10^−1^	3.32 × 10^0^
Cd226	18	873	2.47 × 10^−4^	1.32 × 10^−1^	3.30 × 10^0^
Il27ra	8	647	6.11 × 10^−4^	1.70 × 10^−1^	2.65 × 10^0^
Lrtm2	6	1051	2.07 × 10^−4^	1.21 × 10^−1^	2.41 × 10^0^
Prkcq	2	1757	2.81 × 10^−7^	2.62 × 10^−3^	2.38 × 10^0^
Nlrc5	8	3571	1.09 × 10^−3^	1.96 × 10^−1^	2.01 × 10^0^
Kin	2	2205	6.73 × 10^−4^	1.75 × 10^−1^	−2.03 × 10^0^
Lmod1	1	6101	1.19 × 10^−3^	2.00 × 10^−1^	−2.04 × 10^0^
5330417C22Rik	3	12,012	8.49 × 10^−6^	2.54 × 10^−2^	−2.04 × 10^0^
Kif7	7	1439	4.81 × 10^−4^	1.66 × 10^−1^	−2.07 × 10^0^
Cyp2f2	7	142,500	5.99 × 10^−4^	1.70 × 10^−1^	−2.07 × 10^0^
Inhbb	1	2105	9.52 × 10^−6^	2.54 × 10^−2^	−2.08 × 10^0^
Rnf186	4	1163	8.24 × 10^−4^	1.87 × 10^−1^	−2.10 × 10^0^
Hp	8	44,707	2.96 × 10^−4^	1.38 × 10^−1^	−2.14 × 10^0^
Lrrc10b	19	1435	5.51 × 10^−4^	1.70 × 10^−1^	−2.15 × 10^0^
Cckar	5	3927	7.17 × 10^−5^	6.38 × 10^−2^	−2.18 × 10^0^
Hmgcll1	9	1103	3.40 × 10^−4^	1.38 × 10^−1^	−2.24 × 10^0^
Mns1	9	4942	6.98 × 10^−4^	1.75 × 10^−1^	−2.24 × 10^0^
Drc3	11	2063	1.19 × 10^−3^	2.00 × 10^−1^	−2.26 × 10^0^
Ttc12	9	2140	4.64 × 10^−5^	5.30 × 10^−2^	−2.27 × 10^0^
Aldh1a7	19	9082	1.30 × 10^−5^	2.70 × 10^−2^	−2.28 × 10^0^
Foxj1	11	4375	1.10 × 10^−3^	1.96 × 10^−1^	−2.30 × 10^0^
Rbp4	19	1647	3.00 × 10^−5^	4.54 × 10^−2^	−2.35 × 10^0^
Ccdc189	7	1386	6.25 × 10^−5^	5.83 × 10^−2^	−2.35 × 10^0^
Pcp4l1	1	3787	1.92 × 10^−4^	1.17 × 10^−1^	−2.39 × 10^0^
Lrrc23	6	2829	5.69 × 10^−4^	1.70 × 10^−1^	−2.40 × 10^0^
Ak7	12	5344	8.81 × 10^−4^	1.87 × 10^−1^	−2.42 × 10^0^
Tcea3	4	1315	9.63 × 10^−4^	1.88 × 10^−1^	−2.43 × 10^0^
Scgb1a1	19	910,638	5.78 × 10^−6^	2.54 × 10^−2^	−2.52 × 10^0^
Ccdc40	11	6721	5.28 × 10^−4^	1.70 × 10^−1^	−2.53 × 10^0^
Tyro3	2	1570	2.54 × 10^−5^	4.32 × 10^−2^	−2.55 × 10^0^
Ccdc65	15	945	1.10 × 10^−3^	1.96 × 10^−1^	−2.56 × 10^0^
Cep126	9	3598	9.01 × 10^−4^	1.87 × 10^−1^	−2.56 × 10^0^
Calml4	9	1519	3.79 × 10^−4^	1.42 × 10^−1^	−2.58 × 10^0^
Klc3	7	956	5.11 × 10^−5^	5.30 × 10^−2^	−2.59 × 10^0^
Stk33	7	1254	3.48 × 10^−4^	1.38 × 10^−1^	−2.59 × 10^0^
Rsph4a	10	4311	3.38 × 10^−4^	1.38 × 10^−1^	−2.65 × 10^0^
Ace2	X	1782	5.94 × 10^−5^	5.83 × 10^−2^	−2.69 × 10^0^
Saxo2	7	1942	5.28 × 10^−4^	1.70 × 10^−1^	−2.71 × 10^0^
Spag6l	16	2335	3.38 × 10^−4^	1.38 × 10^−1^	−2.72 × 10^0^
Nek5	8	1539	4.64 × 10^−5^	5.30 × 10^−2^	−2.77 × 10^0^
Ppp1r36	12	987	6.87 × 10^−4^	1.75 × 10^−1^	−2.81 × 10^0^
Dcdc2a	13	1097	6.02 × 10^−4^	1.70 × 10^−1^	−2.81 × 10^0^
Cfap52	11	1362	5.18 × 10^−4^	1.70 × 10^−1^	−2.98 × 10^0^
Tekt4	17	984	2.81 × 10^−4^	1.35 × 10^−1^	−3.12 × 10^0^
Mlf1	3	1739	1.03 × 10^−3^	1.92 × 10^−1^	−3.13 × 10^0^
Six1	12	935	1.03 × 10^−3^	1.92 × 10^−1^	−3.45 × 10^0^
Stmnd1	13	1442	6.27 × 10^−4^	1.70 × 10^−1^	−3.54 × 10^0^
Itih2	2	466	1.59 × 10^−4^	1.06 × 10^−1^	−3.71 × 10^0^
Retnla	16	2736	7.31 × 10^−6^	2.54 × 10^−2^	−5.01 × 10^0^
Pcsk1	13	218	9.91 × 10^−4^	1.91 × 10^−1^	−5.06 × 10^0^
Zmynd12	4	172	5.76 × 10^−4^	1.70 × 10^−1^	−6.57 × 10^0^
Tex26	5	147	9.66 × 10^−4^	1.88 × 10^−1^	−8.53 × 10^0^
Gm3417	17	384	1.20 × 10^−5^	2.70 × 10^−2^	−2.31 × 10^1^

**Table 3:** Gene ontological enrichment analysis filtered by the keywords “inflammatory” and “inflammation”.

Gene Set	Description	Enrichment Score	*p*-Value	Genes in List	Genes not in List
GO: 0050727	regulation of inflammatory response	4.14199	0.0158912	4	286
GO: 0050728	negative regulation of inflammatory response	1.06038	0.346326	1	126
GO: 0050729	positive regulation of inflammatory response	2.98854	0.0503611	2	106
GO: 0002437	inflammatory response to antigenic stimulus	2.52479	0.0800755	1	24
GO: 0002526	acute inflammatory response	1.81842	0.162283	1	52
GO: 0002673	regulation of acute inflammatory response	4.23522	0.0144766	2	53
GO: 0002675	positive regulation of acute inflammatory response	5.54591	0.00390341	2	26
GO: 0002861	regulation of inflammatory response to antigenic stimulus	2.41631	0.0892499	1	27
GO: 0002863	positive regulation of inflammatory response to antigenic stimulus	3.01936	0.0488324	1	14
GO: 0002864	regulation of acute inflammatory response to antigenic stimulus	2.95645	0.0520031	1	15
GO: 0002866	positive regulation of acute inflammatory response to antigenic stimulus	3.32299	0.0360447	1	10
GO: 0006954	inflammatory response	5.10092	0.00609113	5	344

## Data Availability

We have submitted NGS data to NCBI. The GEO number is GSE231602.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24108539/s1.

How the deposited data were processed for this re-analysis (not part of the article)

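Lung RNA of 17 mice was measured by RNA sequencing, in 6 groups of WT, KO and KI mice on vehicle or 6.2 μg/mL PFOA for 14 weeks. The authors made the libraries from total lung RNA with a stranded total RNA kit, trimmed low-quality 3′ bases, aligned the reads to mm10 with STAR in Partek Flow, and quantified them with an expectation-maximization model that was summed to genes. The authors deposited the resulting estimated counts per gene, without normalization. In 29.9% of the table's cells they are not whole numbers. How the counting used the strand and which annotation release was used are not stated in the paper's text. The table held 31245 genes with a name each, the smallest total of a gene was 10, and 96.7% of the names were found once in the GENCODE M21 annotation of the same build, 99.4% of these at the same start. Columns outside the sample list numbered 0.

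The counts were rounded to whole numbers. Genes with a total of at least 20 counts were kept (26946 genes), and 4299 genes under it were left out. edgeR 4.0.16 (in R 4.3.3) scaled the libraries by TMM factors, and one coefficient per group was fitted over all 17 libraries with the quasi-likelihood method without robust estimation. The comparisons were PFOA against vehicle in WT, KO and KI, the difference of the KO and KI effects from the WT effect, the exposure effect in an additive model of genotype and exposure, and KO and KI together against WT within each exposure. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a call at an adjusted p under 0.2 and a fold change over 2. CPM values are TMM-normalized. Standard errors given with edgeR values were calculated back from its test, as the absolute log2 fold change over the square root of F. They are therefore not a separate measure of the spread. The genes named are those that the paper's text, Figure 5C or Figure 6 names, 28 in all, together with the marker genes and, for PFOA against vehicle within each genotype and over the 3 genotypes, up to 5 genes past the threshold whose exposed and vehicle libraries do not overlap, of which there were none because no gene passed with edgeR. No such genes were picked for KO and KI against WT. Genes outside this rule that were named for their calls in an alternative were chosen after their values were seen.

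The 16 marker lists (alveolar macrophage, alveolar type 1 cell, alveolar type 2 cell, B and plasma cell, cardiac muscle, ciliated cell, club cell, endothelial cell, fibroblast, inflammasome, interferon response, monocyte, neutrophil, NK and T cell, PPARα target, and smooth muscle) were written before the counts were examined but after Table 2 of the paper was read, and 9 genes of Table 2 are among their members. They were tested with camera (limma 3.58.1, preset correlation 0.01) in 3 comparisons, with adjustment over 48 tests and a call at an adjusted p under 0.05. The alternatives were fry and an estimated correlation.

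Alternatives set before the data were examined were DESeq2 1.42.0 without and with its default filters, RLE and upper-quartile factors, no filter, edgeR's filterByExpr, at least 10 counts in every library, the sex, the i5 index or an airway marker score as a covariate, robust estimation, other thresholds, protein-coding genes only, fits of the 2 groups compared, and each library left out. Added after the values were seen were a filter of at least 20 counts in 1 library, a mean of at least 20 counts, DESeq2 with each of these, the protein-coding share as a covariate, and offsets corrected for GC content and length. The filter of at least 20 counts in 1 library was picked because its number of genes (18889) is near that of the paper's supplementary table (18677), of which 1526 were in hand. For this reason no overlap or set test was run on that table, and its p-values were compared gene by gene.

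The tests were tried on simulated counts for 26725 genes, 200 of them changed 4-fold. edgeR recovered 195 of the 200 (97.5%) with 39 other calls, and made 0 calls where nothing was changed. DESeq2 recovered 194, with 55 other calls, and made 4 calls where nothing was changed. The changed genes were drawn among genes of high counts, in KO with 3 libraries per group. All genes had the same spread, and no library deviated in composition. The recovery therefore does not give the power for genes of low counts, for smaller changes, or for WT with its 2 unlike vehicle libraries. Replicate libraries differed by more than the sampling noise, with a chi-square of at least 6.26 per degree of freedom in each pair, so each counted as 1 replicate. The depth of 4116118 to 9237356 counts puts 3 counts at 0.325 to 0.729 CPM. Exact permutation tests of a gene within a genotype cannot go below p = 0.1. The tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Gene-set enrichment against public databases was not repeated, since no such database was used here.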

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

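The tests of library quality below were chosen after the differences had been seen, and the split count was set beforehand.

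KO and KI libraries together differed from WT libraries by 354 genes among vehicle mice (128 of them lower in KO and KI and the others higher) and by 269 genes among PFOA mice (171 higher, 98 lower), in a comparison that the paper does not report. Both counts are signals outside the comparisons it discusses. Of the 9 PFOA libraries, 30 splits into 6 and 3 were drawn, and 1, the real one, gave as many as 269 genes, while the others gave at most 119. By the number of genes with an unadjusted p under 0.05, 2 of 30 reached the real one, itself included. The count among PFOA mice fell to 123 without WT PFOA library 50 and 127 without library 56, and the count among vehicle mice rose to 591 without KO vehicle library 137. Leaving out WT vehicle 122 and KO vehicle 137 together, which was chosen after the values were seen, raised the count among PFOA mice to 444, a comparison that these libraries enter through the shared estimate of the spread. In vehicle mice this leaves 1 WT library, so no count is given. Resting on that library, the log2 differences of the 354 genes had a median ratio of 0.88 to those with all libraries, and those of the 233 genes that passed in vehicle alone one of 0.83. With sex as a covariate the counts were 254 and 207, and with offsets for GC content and length 382 and 274. With the i5 index as a covariate both were 218.

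Libraries of low protein-coding share are among the vehicle libraries and not among the PFOA libraries. If they were the whole cause, the genes would not recur on PFOA. Of the 354 genes, 90.7% had the same sign among PFOA mice, which argues against it, and 121 passed the threshold there as well. The condition written for this test also asked that most of the genes pass on PFOA, which 121 of 354 is not. For the 233 genes that passed in vehicle alone, 85.8% had the same sign, but the median ratio of the difference on PFOA to that in vehicle was 0.34, between the limits of 0.25 and 0.5 chosen for a decision. For these genes the quality of the libraries cannot be told apart from genotype, since the WT vehicle group holds 2 libraries and 1 of them is of low protein-coding share. Genotype itself stays open, and it comes together with origin, because the paper bought the WT mice and bred the KO and KI mice. This was not tested.

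Ccl5 and Scgb1a1, which the paper reports as altered by PFOA in WT, also passed the threshold between genotypes on vehicle, and of them Ccl5 alone did on PFOA. The comparison in vehicle and the WT comparison share the WT vehicle libraries, so a chance value there enters both, and their results are not independent. Ccl5 was higher in KO and KI than in WT by 2.74 (log2, adjusted p = 0.0524, edgeR) on vehicle, and by 4.62 without WT vehicle library 107 and 2.05 without library 122. On PFOA it was higher by 1.33 (adjusted p = 0.171, edgeR), but no longer passed the threshold when any one of the WT or KO PFOA libraries, KI PFOA library 139 or 80 or KI vehicle library 135 was left out. Scgb1a1 had a log2 difference of -1.17 on vehicle (adjusted p = 0.0700, edgeR), which was -0.51 without library 122 and -1.61 without library 107. On PFOA its difference was -0.076 (adjusted p = 0.999, edgeR), and it passed neither with the i5 index or the airway marker score as a covariate nor with any one library left out. With the i5 index as a covariate neither gene passed on vehicle, nor Ccl5 on PFOA, and with the airway marker score Scgb1a1 did not pass on vehicle.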

How the results depend on the processing

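Alternatives named as added were chosen after the data were examined, and the others were set before.

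The number of genes altered on PFOA was 0 in WT, KO and KI, and for the differences of effects, in the edgeR fits with RLE or upper-quartile factors, no filter, filterByExpr, sex as a covariate, robust estimation, protein-coding genes only and the added GC and length offsets, and with the added filters of at least 20 counts in 1 library or on average. DESeq2 on the same genes gave 24 in WT, 68 in KO, 1 in KI, 3 for the KO effect and 1 for the KI effect against the WT effect, 26 in the additive model, and 12 values of named genes past the threshold in WT, KO and KI together. With its default filters it gave 74, 72, 1, 3, 1 and 22. With the added filter of at least 20 counts in 1 library it gave 70, 109, 1, 3, 1 and 40, and 558 genes for KO and KI against WT in vehicle. With the added mean of at least 20 counts it gave 91, 57, 4, 2, 3 and 28. The cause was not tested.

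With the i5 index as a covariate, WT had 1 gene (Gm43055), KO 2 (Gm43055 and H2ac19), the KO effect against the WT effect 1, and KO and KI against WT in vehicle 218. With the airway marker score as a covariate, WT had 1 (Reg3g), KO 2 (Slfn1 and Tlr13), the KI effect against the WT effect 1, and 1 named gene value passed. Fits of only the 2 groups compared gave 1 gene in WT (Ighg2c) and 1 in KO (Gm43055). With the protein-coding share as an added covariate, KO had 3 genes (Scd1, Slfn1 and Tlr13), and KO and KI against WT 832 genes in vehicle and 465 on PFOA. Genes with at least 10 counts in every library gave 1 for the KO effect against the WT effect, 168 for KO and KI against WT in vehicle and 110 on PFOA, where fewer genes were tested (14559). Without a fold threshold the additive model gave 1 gene (Mylip), and KO and KI against WT gave 586 and 466. At an adjusted p under 0.05 and a fold change over 2 the last counts were 106 and 127. With protein-coding genes only, at an adjusted p under 0.2 and a fold change over 2, they were 249 and 178. The cause was not tested, apart from the thresholds and gene numbers that these settings change by construction.

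With each library of the compared groups left out in turn, the counts went from 0 to 1 in WT (1 without WT PFOA library 65), from 0 to 0 in KO, and from 0 to 5 in KI (5 without KI PFOA library 139, 2 without KI vehicle library 116). Libraries of other groups enter through the shared estimate of the spread: KO had 9 genes without KI vehicle library 116, and WT had 1 without KI vehicle library 135. They went from 0 to 1 for the KO and KI effects against the WT effect, and from 0 to 35 in the additive model (35 without KI PFOA library 139, 13 without KI vehicle library 102, 6 without KI PFOA library 57). KO and KI against WT went from 251 to 591 in vehicle (591 without KO vehicle library 137) and from 123 to 292 on PFOA (123 without WT PFOA library 50). Named gene values past the threshold in WT, KO and KI together went from 0 to 2 (2 without KI vehicle library 116). In the additive model, Ccl5, Ms4a6c and Mylip passed without KI PFOA library 139 or KI vehicle library 102, and Slfn1 without the former. The number of marker lists went from 22 to 35, with fry and the estimated correlation both at 0. Leaving out a WT vehicle library leaves 1 in that group, so no count of calls is given for the comparisons that need it. Leaving out both WT vehicle 122 and KO vehicle 137, an added alternative, gave 0 genes in the additive model, 1 in KO (Scd1) and 444 for KO and KI against WT on PFOA.

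With each library left out in turn, the WT and KO correlation of effects went from -0.020 (without WT vehicle library 122) to 0.24, that of WT and KI from -0.010 (without KI PFOA library 80) to 0.20, and that of KO and KI from 0.055 (without KO vehicle library 137) to 0.16. Among genes with a mean of at least 100 counts they were 0.33, 0.21 and 0.22.

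Single genes changed direction as follows, and the cause was not tested except for the scaling of Tyro3. DESeq2 and RLE factors moved the median of all genes in KO from -0.033 to -0.086 and -0.084, about as far as they moved Tyro3. Tyro3 in KO was -0.029 with DESeq2, -0.029 with RLE factors, -0.035 with filterByExpr, -0.22 with the i5 index, and from -0.15 to 0.17 over the fits that each left out one library (-0.15 without KO PFOA library 52, -0.010 without KO vehicle library 145). With the i5 index, Scgb1a1 in KO was 0.19, Aim2 in WT -0.057 and Klf2 in the additive model -0.10. Without WT vehicle library 107, Col1a1 in WT was 0.15 and Aim2 in WT -0.14, and without library 122 Scd1 in WT was -0.21. Gas7 in WT ranged from -0.20 to 0.40 over libraries left out, and was -0.18 with the airway score and -0.0014 without WT PFOA library 50. Nlrp3 ranged from -0.61 to 1.20 in WT, from -0.015 to 0.61 in KI, and Slfn1 in KI from -0.015 to 0.58. Nlrp3 was -0.32 in WT without WT PFOA library 65 and -0.015 in KI without KI PFOA library 139, where Slfn1 in KI was -0.015. Klf2 in the additive model ranged from -0.025 to 0.17 over libraries left out. It was -0.024 and -0.0028 without KO PFOA libraries 155 and 52, -0.012 and -0.025 without KO vehicle libraries 137 and 149, -0.021 without WT PFOA library 65 and -0.020 without WT vehicle library 122. Of the other values of single genes, 29 passed the threshold only under an alternative and 12 moved by more than the spread of the libraries.

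Upper-quartile factors moved the median log2 fold change of all genes in KO to -0.14 from -0.033. The depth limits low genes most: Ccl5 had 0.612 ± 0.636 CPM in WT vehicle, near the 0.399 and 0.413 CPM that 3 counts make there, so its WT fold change is uncertain and was 1.74 without library 122 and 4.32 without library 107. No paired analysis was possible because the groups share no replicate numbers.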

Differences from the paper's values

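The comparisons with the paper's values below were set before the data were examined, except where a setting is said to have been added.

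The paper reports 62 protein-coding genes altered in WT, 71 in KO and 1 in KI, and the edgeR fit gave 0, 0 and 0 protein-coding genes. Among the alternatives set before the data were examined, DESeq2 with its default filters gave 63 in WT, 53 in KO and 1 in KI, within 1.5 times the paper's numbers, and DESeq2 without them gave 50 in KO and 1 in KI but 20 in WT. Without KI vehicle library 116, edgeR gave 1 in KI and 8 in KO, and without KI PFOA library 139 it gave 3 in KI. None of the other alternatives set beforehand closed the gap for any genotype: they gave 0 or 1 protein-coding gene in WT, 0 to 2 in KO and 0 in KI. Added after the values were seen, DESeq2 on genes with at least 20 counts in 1 library gave 57, 72 and 1, and on genes with a mean of at least 20 counts 74, 43 and 4. The first of these filters was picked because its number of genes comes near that of the paper's supplementary table, so the closeness of these counts is not independent evidence. After the values were seen, the p-values of the 1526 genes in hand of that table, of 18677, were compared gene by gene with those computed here. These genes are the top of a table sorted by the WT p-value, and genes are not independent replicates. In WT their log10 differed by a median of 0.0034 from DESeq2 with this filter, 0.042 from DESeq2 on the genes tested with edgeR, 0.061 from DESeq2 with the added mean (1337 genes) and 0.12 from edgeR. In KO these were 0.0031, 0.039, 0.058 and 0.13, and in KI 0.00069, 0.0037, 0.0050 and 0.020. The added protein-coding share gave 3 in KO, and leaving out both WT vehicle 122 and KO vehicle 137, also added, gave 1. The paper's methods name DESeq2 on genes with at least 20 counts. edgeR was kept as the main test because it was fixed before the data were examined.

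Of the 62 genes of Table 2, 21 were called by DESeq2, 54 with its default filters, 59 with the added filter of at least 20 counts in 1 library and 56 with the added mean of at least 20 counts. Hp, Inhbb, Prkcq, Scgb1a1, Tyro3 and Bpifa1 were called under each of these, and Ccl5, Cd27, Ak7, Il27ra, Calml4, Ccdc40 and Stmnd1 under all but DESeq2 on the same genes without its default filters. The fit of only the WT groups called Ighg2c. Bpifa1 had 0 CPM in both WT vehicle libraries, and the legend of Table 2 itself says that Bpifa1, Ccdc40, Hp and Stmnd1 passed artifactually.

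In KO, Mfsd2a, Ms4a6c, Scd1, Slfn1 and Slfn4 were called under each of the 4 DESeq2 settings, Slfn1 also with the airway score, with the added protein-coding share (with Scd1), and without KI vehicle library 116. Scd1 was also called without WT vehicle 122 and KO vehicle 137. In KI, Mfsd2a was called under each DESeq2 setting and without KI vehicle library 116, and Lair1 and Mylip with DESeq2 on the added mean of at least 20 counts. In the additive model, where the paper names 14 top genes, the DESeq2 settings called Mfsd2a, Ms4a6c, Slfn1 and Slfn4. With edgeR, Mylip was called without KI PFOA 139, KI vehicle 102, KO PFOA 155 or 52, KO vehicle 145 or 149, WT PFOA 56 or 65, or WT vehicle 107, where Scd1 was called as well. Ms4a6c was called without KI PFOA 139 or 57, or KI vehicle 102 or 135, and Slfn1 without KI PFOA 139 or 57. Ccl5, which the paper reports in WT, was called in the additive model by the DESeq2 settings and without KI PFOA 139 or KI vehicle 102.

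With edgeR, the fold changes of the 10 genes of Figure 5C differed from the paper's by less than the spread between libraries (1 SD). That of Ccl5 was 5.43 against the paper's 5.59, which DESeq2 gave as 5.59. With the airway marker score as a covariate, those of Tyro3, Hp, Ak7, Scgb1a1 and Calml4 differed from the paper's -2.55, -2.14, -2.42, -2.52 and -2.58, at -1.81, -1.35, -1.34, -1.70 and -1.59. Without WT vehicle library 122, those of Ccl5, Tyro3, Hp, Ak7, Scgb1a1 and Inhbb (the paper's value for the last is -2.08) differed, at 3.34, -1.76, -1.26, -1.38, -1.61 and -1.76. Without library 107, those of Ccl5 and Cd27 differed, at 20.0 and 6.43, against the paper's 3.32 for Cd27.

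The paper states downward trends on PFOA for Col1a1, Gas7 and Scd1. Over the 3 genotypes their log2 fold changes were 0.24, 0.44 and 0.93, and in WT -0.16, 0.070 and 0.43. In WT all of them fell without WT vehicle library 122, set beforehand, at -0.42, -0.20 and -0.21, while without library 107 they were at 0.15, 0.40 and 1.60. Leaving out both WT vehicle 122 and KO vehicle 137, which was added, gave negative values as well, at -0.41, -0.18 and -0.19. Gas7 in WT was also below 0 with the airway score (-0.18), without WT PFOA library 50 (-0.0014) and with the added protein-coding share (-0.11). The paper states that KO and KI mice showed no significant effect on Ccl5, Tyro3 and Scgb1a1, and that Gas7, Ms4a6c, Nlrp3 and Slfn1 were induced more strongly without PPARα. For none of the latter 4 genes did the KO effect differ from the WT effect past the threshold, over all genes or when adjusted over the list alone. Over all genes, their adjusted p were above 0.2 (edgeR's quasi-likelihood test). Their log2 differences were all under 1, so over the list alone the fold threshold kept them from passing whatever the p. The paper also states a rise of Nlrp3 and Aim2, which did not pass the threshold over the genotypes.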

Other observations

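The tests of low-quality libraries, of airway tissue, of the state shared by 2 libraries, of cardiac genes, of library 137 over all KO genes, of the exchanges by unadjusted p and of the KI list splits were chosen after the results were seen, and the numerical limits for a decision were set when each test was programmed.

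WT vehicle library 122 and KO vehicle library 137 share a low protein-coding share. Across genes, their deviations from the other libraries of their groups had a Spearman correlation of 0.38, against at most 0.25 for other pairs of libraries from different groups (library 107, the mirror of 122, left out), so they may share a technical state. Their ribosomal RNA shares were alike, at 6.77% and 7.76%. In the number of genes with counts they were opposite, with the fewest of the 17 libraries in 122 (23673) and the most in 137 (29747). Of the 48 genes lowered in Table 2, the 47 with a mean of at least 10 counts over the libraries had a median log2 deviation of 0.40 in library 137, which was not in the WT comparison. In the other KO and KI libraries it went from -0.55 to 0.62, the highest in KI PFOA library 139, so this value does not single out library 137. By composition, library 139 came next after 137 and 122, with a protein-coding share of 74.4% and a ribosomal RNA share of 4.12%. The correlation of 0.25 was between libraries 139 and 122. The high value of library 139 therefore does not argue against library quality. A first test against random gene lists, later replaced, put the value of library 137 at percentile 100. Such lists treat genes that move together as independent. Whether the state of library 122 accounts for part of the fall cannot be told apart from PFOA, since the group holds 2 libraries. Without library 122 the median log2 fold change of these genes in WT was -0.72, and without library 107 -1.75. Offsets for GC content and length left their median at -1.27, against -1.33 without them, which argues against these properties as the whole cause.

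A smaller share of airway tissue on PFOA is another candidate explanation for the fall of these genes. It asks that ciliated and club genes fall alike. Without Table 2 genes and with the same minimum count, the median in WT was -0.42 for 11 club genes, and that of 18 ciliated genes was lower. Without WT vehicle library 122, the club and ciliated medians were -0.16 and -0.27, and that of club genes was -0.79 without library 107 and -1.01 without WT PFOA library 65. The difference of -0.58 with all libraries exceeds the 0.126 standard deviation over random lists, which argued against it. However, this difference arises on leaving out Table 2 genes, of which 4 were club and 1 ciliated, and which were selected for their change. Random lists also treat genes that move together as independent. A criterion based on libraries was then chosen, after the result over random lists was seen. Under it, the ciliated minus club score changed by -0.38 on PFOA, against a spread between libraries of 0.41, so that airway content stays open and cannot be told apart from PFOA in these 5 libraries.

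In KO, the exposure coincides with the i5 index. If the index were the cause, the KO changes should correlate with the deviations of the libraries of other groups that carry the same index. The Spearman correlations were -0.057 with WT PFOA library 56 and 0.019 with KI vehicle library 102. A value at or below 0 had been set as the sign that the index was not the cause, but single libraries exclude nothing, and the index cannot be told apart from PFOA in KO. Without library 137, the genes that DESeq2 called in KO kept a median 0.81 of their log2 fold change, which argues against that library as the whole cause for these genes. Over all genes, those with an unadjusted p under 0.05 went from 2639 to 1102 without it, while the fits without one other KO library gave 1720 to 4020, and other splits of the KO libraries 1243 to 2614. A smaller group alone does not account for 1102, and library 137 is a candidate explanation for part of these genes, found and tested on the same data.

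Other splits of the libraries were counted for each comparison. With edgeR the real splits gave 0 genes, which every split reaches (10 of 10 in KO and in KI, and 30 of 30 exchanges of libraries within genotypes in the additive model), so these numbers decide nothing. Genes with an unadjusted p under 0.05 were counted as well. The real number was reached by 1 of 10 splits in WT, 1 of 10 in KO and 8 of 10 in KI, where 1 is the fewest possible. In WT the real split gave 1981 such genes and the other splits 718 to 1970, so it was barely ahead. In the additive model, 2 of 30 exchanges reached the real 2228. All these numbers include the real split or exchange. With DESeq2, the 68 genes of KO and the 24 of WT were the most among 10 splits each (others up to 7 and 9), while 8 of 10 splits gave as many as the 1 gene of KI. A KI split with libraries 139, 102 and 135 on 1 side gave 75 genes with DESeq2 and 49 with edgeR. In it, no i5 index is found on both sides, and with the i5 index as a covariate the real KI comparison gave 0 genes.

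Of the 48 marker list tests, 32 passed with camera, 9 in WT, 11 in KO and 12 in KI, and 0 passed with fry or an estimated correlation, so no call of a list holds beyond the preset correlation. As many lists as the real split were given by 5 of 10 splits in KO (11 lists), 7 of 10 in WT (9 lists) and 1 of 10 in KI (12 lists, others at most 9), which cannot decide with 10 splits. The largest median log2 fold changes in WT were 1.94 for cardiac muscle, 1.28 for NK and T cells, 1.24 for B and plasma cells and -0.95 for club cells, apart from the ciliated list, which fell (adjusted p = 9.27e-19, camera) and had -0.38 in KO and -0.17 in KI. In WT the others were 0.80 for neutrophils, 0.63 for monocytes, -0.66 for smooth muscle, 0.40 for endothelial cells, 0.37 for alveolar macrophages, 0.36 for the inflammasome, 0.25 for type 1 cells, 0.11 for PPARα targets, 0.092 for interferon response, 0.063 for type 2 cells and -0.050 for fibroblasts. In KO, neutrophils were at 1.54, B and plasma cells at 1.10, NK and T cells at 1.07 and monocytes at 0.90, and in KI B and plasma cells at -0.80 and cardiac muscle at -0.71. Leaving out 1 library moved each of the 16 WT medians by over 1.5 times or past 0. Without WT PFOA library 65, cardiac muscle was at -0.20 and neutrophils at 0.38. Without WT vehicle library 107, the inflammasome was at 0.0013. Without library 122, NK and T cells were at 0.85, B and plasma cells at 0.77, club cells at -0.24, ciliated cells at -0.28, monocytes at 0.29, smooth muscle at -0.28, endothelial cells at 0.10, alveolar macrophages at -0.12, type 1 cells at -0.043, type 2 cells at -0.42, PPARα targets at 0.0065, interferon response at -0.12 and fibroblasts at -0.32. In KO, B and plasma cells were at 0.69 without KO PFOA library 155 and ciliated cells at -0.088 without KO vehicle library 137. In KI, B and plasma cells were at -0.11 and cardiac muscle at 0.55 without KI vehicle library 102, and ciliated cells at -0.024 without KI PFOA library 80 and -0.44 without library 139. Of the list members, 4 club cell genes, 2 NK and T cell genes and 1 each of the ciliated, monocyte and smooth muscle lists are in Table 2, and Fn1 is in 2 lists.

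Myh6, an abundant gene of heart muscle, varied from 162 to 5604 CPM between libraries. Over the 17 libraries its level correlated with the mean of the other cardiac genes (Spearman 0.917, Pearson 0.971, permutation p = 1e-05 for each, the smallest that the permutations can give). Without the 2 libraries farthest from the median, Pearson's r was 0.978. Heart tissue in some lung samples is a candidate explanation, found and tested on the same data. This was the single relation across libraries that was tested.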
